# Ascorbate Suppresses VEGF Expression in Retinal Pigment Epithelial Cells

**DOI:** 10.1167/iovs.18-24101

**Published:** 2018-07

**Authors:** David W. Sant, Vladimir Camarena, Sushmita Mustafi, Yiwen Li, Zachary Wilkes, Derek Van Booven, Rong Wen, Gaofeng Wang

**Keywords:** VEGF, age-related macular degeneration, ascorbate, retinal pigment epithelium, 5-hydroxymethylcytosine

## Abstract

**Purpose:**

To investigate the impact of ascorbate, via DNA hydroxymethylation, on VEGF expression in retinal pigment epithelial (RPE) cells.

**Methods:**

Dot-blot and hydroxymethylated DNA immunoprecipitation sequencing were applied to evaluate the impact of ascorbate on DNA hydroxymethylation in ARPE-19 cells. RNA sequencing (RNA-seq) was carried out to analyze the transcriptome. Quantitative RT-PCR and ELISA were conducted to examine the transcription and secretion of VEGF from cultured cells. Primary human fetal RPE cells and RPE-J cells were used to verify the effect of ascorbate on VEGF expression. ELISA was used to measure VEGF in the vitreous humor of *Gulo*^−/−^ mice, which, like humans, cannot synthesize ascorbate de novo.

**Results:**

Treatment with ascorbate (50 μM) promoted 5-hydroxymethycytosine (5hmC) generation and changed the genome-wide profiles of 5hmC in ARPE-19 cells. Ascorbate also caused a dramatic shift in the transcriptome—3186 differential transcripts, of which 69.3% are correlated with altered 5hmC in promoters or gene bodies. One of the most downregulated genes was *VEGFA*, which encodes the VEGF protein. The suppression of VEGF by ascorbate is independent of hypoxia-inducible factor 1-alpha (HIF-1α) but correlates with increased 5hmC in the gene body. The decreased transcription and secretion of VEGF by ascorbate were verified in primary human fetal RPE cells. Furthermore, adding ascorbate in the diet for *Gulo*^−/−^ mice resulted in decreased levels of VEGF in the RPE/choroid and vitreous humor.

**Conclusions:**

Ascorbate inhibits VEGF expression in RPE cells likely via DNA hydroxymethylation. Thus, ascorbate could be implicated in the prevention or treatment of diseases such as age-related macular degeneration (AMD).

Vascular endothelial growth factor (VEGF) signaling plays a critical role in pathological angiogenesis in the eye. By eliminating the availability of VEGF, intraocular anti-VEGF therapies are effective for wet age-related macular degeneration (AMD), which is characterized by the presence of choroidal neovascularization.^1^ Using either antibodies (such as Lucentis, Avastin) or soluble decoy receptors (such as Eylea), current anti-VEGF therapies target the interaction between VEGF and its receptors, but not endogenous VEGF expression.

The expression of genes such as *VEGFA*, which encodes the VEGF protein, can be modulated epigenetically by active DNA demethylation. Ten-eleven translocation (TET) cytosine dioxygenases initiate active DNA demethylation by converting 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC).^2^ In addition to being a cytosine demethylation intermediate, 5hmC is also recognized as a unique epigenetic mark that regulates transcription.^3,4^ TETs belong to the iron and 2-oxoglutarate (2OG, also known as α-ketoglutarate)-dependent dioxygenase family. These enzymes utilize Fe^2+^ as a cofactor and 2OG as a cosubstrate. We and others found that ascorbate (ascorbate anion, the dominant form of vitamin C/L-ascorbic acid under physiological conditions) promotes TET-mediated conversion of 5mC to 5hmC.^5–9^ This finding highlights a new function of ascorbate in modulating the epigenetic control of the genome.^10^

In the absence of ascorbate, the initial hydroxylation catalyzed by TETs may proceed to a maximal level. Along with the hydroxylation of 5mC, the cofactor Fe^2+^ is also oxidized to Fe^3+^ and Fe^4+^. However, these oxidized iron species are catalytically inactive and the absence of Fe^2+^ leads to the inactivation of TETs. When available, ascorbate reduces the oxidized iron species back to catalytically active Fe^2+^. Thus, ascorbate acts as a reducing agent to replenish the active Fe^2+^ and maintain the full enzymatic capacities of TETs.^10^

Oxidative stress, characterized by elevated levels of reactive oxygen species (ROS), is involved in the pathogenesis of AMD.^11^ AMD-associated oxidative stress converts ascorbate to its oxidized form of dehydroascorbic acid (DHA), and thus depletes ascorbate in the retina.^11^ Unlike ascorbate, DHA cannot reduce Fe^3+^ to Fe^2+^ and is therefore not functional as a cofactor for the TET enzymes. Thus, oxidative stress–associated ascorbate deficiency interrupts TET-mediated DNA demethylation, which could change the transcription of certain genes and lead to phenotypic alterations. Studies have shown the benefits of antioxidant cocktails, which include ascorbate, in decreasing the risk of AMD.^12–15^ However, it remains elusive whether and how ascorbate decreases the risk of AMD.

In the present work, we investigated the impact of ascorbate on DNA hydroxymethylation and the transcriptome of RPE cells, especially the expression of genes relevant to AMD. We found that ascorbate supplementation significantly suppressed the expression of VEGF in cultured RPE cells including human primary fetal RPE cells and in rodent eyes. Our results highlight the importance of ascorbate as a potential factor in prevention and treatment for VEGF-mediated diseases such as AMD.

## Methods

### Cell Culture

Human retinal pigment epithelial ARPE-19 and rodent RPE-J cells were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). ARPE-19 cells and RPE-J cells were maintained in DMEM-F12 medium (Life Technologies, Carlsbad, CA, USA) or DMEM medium (ATCC), respectively, which do not contain any ascorbate in their formulation. After seeding approximately 3 × 10^5^ cells in six-well plates or 10^6^ cells in 10-cm plates for 24 hours, they were treated with sodium ascorbate or L-ascorbic acid (Sigma-Aldrich Corp., St. Louis, MO, USA) at different concentrations for varying durations. Primary human fetal retinal pigment epithelial cells (hfRPE) were a generous donation from the Sheldon Miller lab at the National Eye Institute (NEI). Upon receipt, cells were passaged one time and kept in MEM medium (Cat. #5650, Sigma-Aldrich Corp.) with added N1 medium supplement, taurine, hydrocortisone, and triiodo-thyronin (Sigma-Aldrich Corp.) as well as GlutaMAX supplement (Thermo Scientific, Waltham, MA, USA).^16^ Cells were left in culture for 6 weeks and checked for high levels of pigmentation to ensure native RPE characteristics were present before treatment with sodium ascorbate for up to 7 days. Each treatment group consisted of at least three wells or three plates for every experiment. In all experiments cell culture media were changed daily with or without ascorbate to maintain a constant concentration of ascorbate. Each experiment was repeated at least three times.

### 5hmc Dot-Blot Assay

Genomic DNA was extracted from cultured ARPE-19 cells using QIAamp DNA mini kits (Qiagen, Hilden, Germany) according to the manufacturer's instructions. A Qubit Fluorometer (Life Technologies) was used to quantify the concentration of DNA. The dot-blot was performed following a previously published protocol using two spots per sample, one with 0.4 μg and the other with 0.8 μg, to allow for visualization of contrast between both low and high samples.^5^ To ensure equal loading, the membrane was stained with methylene blue post immunoblotting. The densities of the dots on membrane were captured by ImageJ (National Institutes of Health, Bethesda, MD, USA). Statistical significance of differences in 5hmC content between treatments and control was assessed by Student's *t*-test, at α = 0.05.

### hMeDIP-seq

ARPE-19 cells were cultured in confluent monolayer and treated with or without sodium ascorbate (50 μM) for 10 days. Genomic DNA was extracted from ARPE-19 cells using QIAamp DNA mini kits from Qiagen according to the manufacturer's instructions. A Qubit Fluorometer from Life Technologies was used to quantify the concentration of DNA. A Bioanalyzer 2000 (Agilent, Santa Clara, CA, USA) was used to measure the quality of DNA. DNA was submitted for hydroxymethylated DNA immunoprecipitation sequencing (hMeDIP-seq) to the Epigenomics Core at the University of Michigan using previously published protocols.^17^ Briefly, DNA was sonicated to approximately 100 base pairs (bp), ligated with Illumina (San Diego, CA, USA) adaptors, and immunoprecipitated using anti-5hmC antibody (#39791; Active Motif, Carlsbad, CA, USA). DNA of both immunoprecipitated and un-immunoprecipitated (input control) samples was subsequently sequenced on a HiSeq4000 sequencing system (50 bp single-end reads, three samples per lane; Illumina). Analysis of hMeDIP-seq was carried out using the previously reported pipeline.^18^ Briefly, after quality control, reads were aligned using the Burrows-Wheeler Aligner and peaks were called using MACS2, then filtered using the irreproducible discovery rate (IDR) pipeline.^19–21^ Reads within peak regions were quantified using HTSeq-count (available in the public domain, https://htseq.readthedocs.io/en/release_0.10.0/). Statistical significance was determined using edgeR, and only peaks below an adjusted *P* value (false discovery rate, FDR) of 0.05 with a minimum of a 2× fold change were considered differential to minimize false positives.^22^ By this method, 56,487 peaks were upregulated and 7591 peaks were downregulated after treatment with ascorbate while 68,878 peaks remained unchanged. Heatmaps of read density for peaks in each sample were generated using version 2 of DeepTools.^23^

### RNA-seq Analysis

ARPE-19 cells were cultured into a confluent monolayer and treated with or without sodium ascorbate (50 μM) for 7 days. Total RNA was extracted from the cells using the RNeasy Mini Kit (Qiagen). A Bioanalyzer 2000 was used to measure the quality of RNA. All samples' RNA integrity numbers (RIN) were above 9. Whole-transcriptome sequencing (RNA-seq) was carried out at the Sequencing Core of John P. Hussman Institute of Human Genomics at the University of Miami using the Epicentre Ribo-Zero Human/Mouse/Rat kit (Epicentre, Madison, WI, USA). Briefly, after ribosomal RNA (rRNA) was depleted, sequencing libraries were constructed following the standard Illumina protocols and were subsequently processed by a Hiseq2000 sequencing system (125 bp paired-end reads, four samples per lane; Illumina). Data were analyzed using a previously published pipeline.^18^ Briefly, after quality control, reads were aligned to the human transcriptome (GRCh38; Ensembl.org; in the public domain) and quantified using the STAR aligner.^24^ Statistical significances were determined using two different differential expression calculators: edgeR and DESeq2.^22,25^ To reduce false positives, only genes that achieved an adjusted *P* value below 0.05 across both methods were considered “differential.” Read density at the *VEGFA* genomic region was visualized using the UCSC genome browser.^26^

### Quantitative Real-Time RT-PCR

RNA was extracted from cultured cells using RNeasy kits (Qiagen). A nanodrop 8000 photospectrometer was used to measure the yield of RNA extraction (Thermo Scientific). The qScript Flex cDNA kit (Quanta Biosciences, Beverly, MA, USA) was used for reverse transcription (RT) according to the manufacturer's instructions. Quantitative real-time RT-PCR (qRT-PCR) was performed in triplicate on an ABI 7900 (Life Technologies) using the PerfeCTA SYBR Green FastMix ROX (Quanta Biosciences) with 10-μL reactions. Primers were designed to span introns (Supplementary Table S1). The transcript amplification results were analyzed with the ABI 7900 HT software (SDS) (Thermo Scientific), and all values were normalized to the levels of the ACTB using the 2^−(ΔΔCt)^ method. Statistical significance of differences in expression levels was assessed by Student's *t*-test, at α = 0.05.

### ELISA Assay of Conditioned Media

Cell culture media were saved from the final 24 hours of treatment of ARPE-19 or hfRPE cells with sodium ascorbate for varying durations and at varying concentrations. VEGF levels in the cell culture conditioned medium were measured using Human VEGF DuoSet ELISA kits (R&D Systems, Minneapolis, MN, USA) with antibodies mainly specific for VEGF-165 and VEGF-121, the two major isoforms of proangiogenic VEGF, according to the manufacturer's instructions. Differences were assessed by either Student's *t*-test or 1-way ANOVA with a significance level of α = 0.05.

### Immunoblot

ARPE-19 cells were grown in DMEM:F12 medium (Thermo Scientific) with 10% fetal bovine serum (FBS) and pretreated for 7 days with or without ascorbate (50 μM). For the last 6 hours before collection, some wells of both ascorbate-treated and untreated cells were treated with 100 μM cobalt chloride (CoCl_2_) to induce a hypoxia-like state as has been performed previously.^27^ Cell lysates were collected in radioimmunoprecipitation assay buffer (RIPA) buffer (Thermo Scientific) with protease inhibitor cocktail (Sigma-Aldrich Corp.), 1% SDS, and 0.5 mM dithiothreitol (DTT). The protein concentration was determined by Pierce BCA protein assay kit (Thermo Scientific). Cell lysates were resolved by SDS-PAGE, transferred to polyvinylidene fluoride (PVDF) membranes (Bio-Rad Laboratories, Hercules, CA, USA), and immunoblotted with anti-hypoxia-inducible factor 1-alpha (anti-HIF-1α) antibody and anti-β-actin antibody (#3716S and #4970S; Cell Signaling Technology, Danvers, MA, USA). Proteins were visualized by using chemiluminescence using SuperSignal West Femto ECL (Thermo Scientific). Specific band densities were quantified by using ImageJ and analyzed by Student's *t*-test, at α = 0.05.

### Animal Study

All mouse experiments were performed in accordance with the guidelines for the care and use of laboratory animals published by the National Institutes of Health and in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The use of the animals and the research protocol were approved by the IACUC (Institutional Animal Care and Use Committee) at the University of Miami. *Gulo*^−/−^ mice were obtained from the Mutant Mouse Regional Resource Center (University of California, Davis, CA, USA).^28^ *Gulo*^−/−^ mice (1 month old) were maintained for 3 months with either high ascorbate (330 mg/L of L-ascorbic acid, *n* = 4) or low ascorbate (16.5 mg/L, *n* = 5) in drinking water. After euthanasia of the mice, the mouse heads in their entirety were fixed in 4% paraformaldehyde and stored in phosphate-buffered saline at 4°C until further processing. The eyes were then removed, and the RPE/choroid layer was dissected. Total RNA was extracted from pooled RPE/choroids from a single mouse using the RecoverAll Total Nucleic Acid Isolation kit (Thermo Scientific). The qScript Flex cDNA kit (Quanta Biosciences) was used for RT according to the manufacturer's instructions. Quantitative real-time RT-PCR was performed in triplicate on a QuantStudio 12K Flex (Thermo Scientific) using PowerUp SYBR Green Master Mix (Thermo Scientific) with 10-μL reactions. Primers were designed to span introns (Supplementary Table S1). The transcript amplification results were analyzed with the QuantStudio software (Thermo Scientific), and all values were normalized to the levels of the *Actb* using the 2^−(ΔΔCt)^ method.

In a separate experiment, *Gulo*^−/−^ mice (3 months old) were maintained for 4 months with or without ascorbate (330 mg/L of L-ascorbic acid) in drinking water (*n* = 3 per group). After euthanasia of the mice, the vitreous humor from one eye was extracted and stored at −80°C until further processing. VEGF protein levels were measured in the vitreous humor samples using the Quantikine ELISA Mouse VEGF (R&D Systems) according to manufacturer's instructions. Briefly, 2 μL vitreous humor (from a single eye) was diluted in 8 μL RIPA buffer containing protease inhibitors (Millipore Sigma, Burlington, MA, USA). This 10 μL of this diluted vitreous humor was added to 40 μL sample diluent and loaded to the plate, along with an additional 50 μL assay diluent, followed by a 2-hour incubation. Following a wash step, a conjugate solution was added to the wells for another 2 hours, followed by another wash step. A substrate was added to the wells for 30 minutes, and the reaction was halted with a stop solution. The absorbance was read at 450 nm with a correction wavelength of 540 nm. Statistical significance of differences in expression levels was assessed by Student's *t*-test, at α = 0.05.

## Results

### Ascorbate Causes a Dramatic Shift in the Hydroxymethylome

ARPE-19 cells, derived from human RPE, have been widely used as a RPE cell model and are typically cultured in DMEM:F12 medium, which does not contain any ascorbate in its formulation. Previously, we and others have shown that ascorbate promotes TET-mediated DNA hydroxymethylation.^5–9^ In this study, we first assessed the impact of ascorbate on DNA hydroxymethylation in ARPE-19 cells. We found that 5hmC was barely detectable in DNA from a confluent ARPE-19 monolayer. Addition of ascorbate at different concentrations (10, 100, 500 μM) for 3 days induced a ∼2.5-fold increase in the global content of 5hmC (Figs. 1A, 1B). The average concentration of ascorbate in the plasma of healthy humans is ∼50 μM and can reach up to ∼150 μM.^29^ Ascorbate at a high pharmacological concentration (500 μM) did not exert additional benefits in 5hmC generation. Furthermore, ascorbate increased 5hmC in a time-dependent fashion. The 5hmC content increased to approximately 1.5-fold after 1 day, ∼2.5-fold after 3 days, and ∼3-fold after 5 days (Figs. 1C, 1D). Together, these results indicate that ascorbate profoundly altered the global content of 5hmC in ARPE-19 cells.

**Figure 1:**
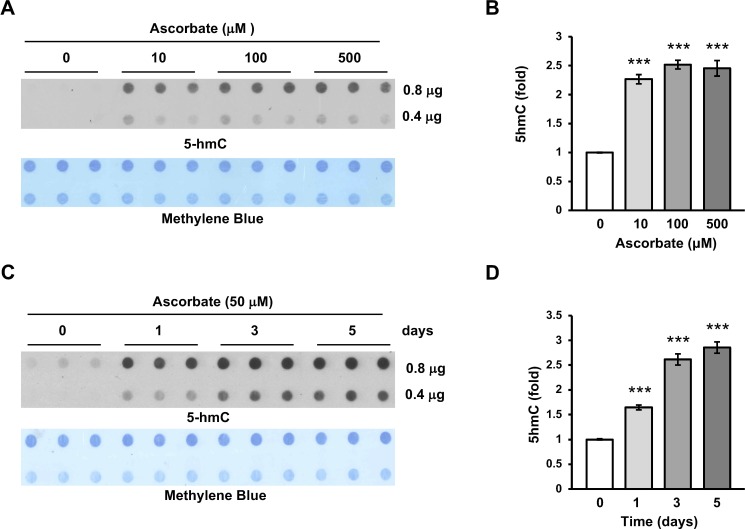
Induction of 5hmC in ARPE-19 cells by ascorbate treatment. (A, B) Dot-blot and semiquantitative analysis of the dot-blot show that ascorbate (0, 10, 100 μM) dose-dependently induced 5hmC in ARPE-19 cells. Ascorbate at 500 μM did not cause further increase in 5hmC, possibly due to its toxicity to the cells at this concentration. Methylene blue staining was used as a loading control. (C, D) Dot-blot and semiquantitative analysis of the dot-blot show that ascorbate (50 μM) time-dependently (0, 1, 3, and 5 days) induced 5hmC in ARPE-19 cells (***P < 0.001).

The global increase in 5hmC is not expected to be evenly distributed, but rather thought to be indicative of local changes in many small regions of the genome. 

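ARPE-19 is an established line of human retinal pigment epithelial cells. In hMeDIP-seq, fragmented genomic DNA is pulled down with an antibody against 5hmC and sequenced, so that the number of reads over a region follows its 5hmC content, and input DNA sequenced without the antibody shows coverage alone. There were 2 control and 2 ascorbate hMeDIP libraries, and 2 control and 2 ascorbate input libraries. Ascorbate was given at 50 μM for 10 days according to the paper, while the sample labels give 7 days for these DNA samples. The library totals were 72273855 and 78258599 reads for the control hMeDIP samples and 58628438 and 67402206 for the ascorbate samples. For input DNA they were 55337031 and 61261221 in the control group and 71158211 and 67427002 in the ascorbate group. The authors aligned the reads with BWA to hg38, called peaks with MACS2 followed by the irreproducible discovery rate pipeline, and counted reads per peak with HTSeq. The deposited values are raw counts per peak and library, and the peak names show that the control and ascorbate libraries were used for peak calling separately before the peaks were joined. Counts were tested with edgeR's quasi-likelihood F test, with the library totals as library sizes and no further scaling factor, and a peak was called differential at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. These totals are the ones behind the FPKM values of the paper's Supplement 1, of which 1997 of 132964 rows were used here. In the control group, for example, the FPKM values of the first library imply a median total of 72273859. The paper's text does not name the edgeR test or the library sizes. The peak counts of the 2 control hMeDIP libraries differed by little more than the sampling noise (chi-square per degree of freedom 1.055, p = 2.82e-44), and those of the 2 ascorbate libraries by far more (21.2), and all 4 were kept as separate samples. The paper's cell culture methods state in general that each treatment group had several wells or plates and that experiments were repeated, but not whether the sequenced replicates came from separate ones, so p-values measure only the spread between these samples, which may be technical.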

To investigate the locations of change in the hydroxymethylome, we performed hydroxymethylated DNA immunoprecipitation sequencing (hMeDIP-seq) on DNA from ARPE-19 cells treated with or without ascorbate (50 μM) (Figs. 2A, 2B). 

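The deposited table holds 132965 regions enriched for 5hmC, with a median size of 681 bp. Of these, 36998 (27.8%) lay within 3 kb of an annotated transcript start, called promoter regions here, and 61712 (46.4%) lay in gene bodies outside promoter regions. The other 34255 (25.8%) lay outside both. The median peak held 8 CpG sites, the sites at which most DNA methylation and hydroxymethylation occurs in mammals, and had a G+C content of 45.5%. By their names, 61249 peaks came from the control libraries alone, 51933 from the ascorbate libraries alone and 19783 from both groups. Positions were compared with GENCODE release 44 on GRCh38, the build of the authors' coordinates.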

Overall, 132,956 regions of the genome were found enriched for 5hmC. Peaks were considered differential if they were given an FDR below 0.05 by edgeR and showed at least a 2-fold increase or decrease.^22^ 

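Gains of 5hmC outnumbered losses under ascorbate: 46192 peaks were higher and 1452 were lower. The gains with the smallest p included a promoter peak of the tumor suppressor gene CDKN2B and its antisense gene CDKN2B-AS1 on chromosome 9 from 22004625 to 22008247, which rose from 0.542 ± 0.119 to 4.82 ± 2.70 FPKM (SD, n = 2 per group). Its log2 fold change was 3.15 (standard error 0.546, adjusted p = 0.000235 from edgeR's quasi-likelihood test), or 2.43 without ascorbate replicate 2. Peaks in the promoter region of LINC00452, in PPIL2 and the neighboring YPEL1, in POLA2, which encodes a subunit of DNA polymerase alpha, and in AOPEP rose by similar amounts, with log2 fold changes of 3.17, 3.16, 3.15 and 3.19 (without ascorbate replicate 2, LINC00452 was at 2.51 and POLA2 at 2.40). Among the losses, a peak in the body of PUS7, a pseudouridine synthase gene on chromosome 7 from 105454360 to 105454744, had 67 and 60 reads in the control libraries and 1 in each ascorbate library (adjusted p = 0.00139 from edgeR), and no fold change is given at so few reads. A peak in PDE1C had 85 and 81 reads in the control libraries and 3 and 5 in the ascorbate libraries. Peaks in PAK1, ADAM12 and UVRAG also fell, with log2 fold changes of -2.20, -2.73 and -3.17. UVRAG, with 11 and 4 reads in the ascorbate libraries, was at -4.18 without ascorbate replicate 1 and -2.55 without ascorbate replicate 2. With the sum of peak counts or RLE factors the log2 fold changes of the 5 named gains were 2.45 to 2.56, and ADAM12 was at -3.34 and -3.39 (PAK1 at -2.84 with RLE factors). With the replicate number as a block the quasi-likelihood test called 0 peaks (31843 at an unadjusted p under 0.05). All 10 peaks named here lost their call in that setting (adjusted p = 0.170). Higher peaks made up 96.95% of the calls with the library totals and 54.4% of the calls with TMM factors (31214 higher and 26161 lower), since TMM moved the median log2 fold change of all peaks from 0.58 to 0.13. The quasi-likelihood test called 0 peaks with the sum of peak counts as library size, with RLE factors, and without control replicate 1 or 2 (64204, 75276, 1423 and 665 peaks at an unadjusted p under 0.05), while edgeR's exact test with the sum of peak counts, chosen after seeing the data, called 27195 higher and 15227 lower, and 64801 were higher and 50774 lower without ascorbate replicate 1.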

Using this method, 56,487 peaks were found to have significantly higher enrichment of 5hmC, and only 7591 peaks were found to have significantly lower enrichment of 5hmC in samples treated with ascorbate. The remaining 68,878 regions were found to have similar enrichment across groups (Fig. 2A). These results confirmed that ascorbate treatment indeed increases 5hmC in the genome of ARPE-19 cells, consistent with the results of the dot-blot assays.

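A total of 85321 peaks passed the test in neither direction. Of the peaks that gained 5hmC, 34.9% lay in promoter regions, 47.0% in gene bodies and 18.1% elsewhere. The corresponding shares were 17.4%, 47.0% and 35.6% of the peaks that lost 5hmC, and 24.2%, 46.1% and 29.7% of the peaks called in neither direction. Gained peaks held a median of 1.52 CpG sites per 100 bp, lost peaks 0.59, and the others 0.871. These shares and medians describe the peaks, which are not independent replicates, and were not tested against each other. By their names, 39050 of the gained peaks came from the ascorbate libraries alone and 7142 from both groups, while all 1452 lost peaks came from the control libraries alone. A peak in neither class can still differ in 5hmC. In simulated counts of 132965 peaks in 2 against 2 libraries, 200 peaks were changed. The test recovered 0% of the 2-fold changes, 10.4% of the 4-fold changes and 80.3% of the 8-fold changes. In the real data 47644 peaks were called, so an adjusted p under 0.05 was easier to reach there. The simulated shares therefore do not give the recovery in the real data.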

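The share of reads inside the 5hmC peaks was higher in both ascorbate libraries than in both control libraries. It was 21.9% and 20.5% in the control hMeDIP libraries and 27.0% and 37.2% in the ascorbate libraries, a mean of 21.2 ± 1.03% against 32.1 ± 7.25% (SD, n = 2 per group; exact permutation test, two-sided p = 0.333, the smallest p that 2 against 2 allow). In input DNA the share was 5.24 ± 0.0568% in the control group and 5.12 ± 0.0124% in the ascorbate group (SD, n = 2 per group). Relative to the mean of the control libraries, the median peak had a log2 ratio of 0.24 in the first ascorbate library and 0.86 in the second. In input DNA, 0 peaks passed edgeR's quasi-likelihood test between the groups, and 0 passed edgeR's exact test, its likelihood ratio test or DESeq2, which were chosen after seeing the data (6576, 5124, 6692 and 231 at an unadjusted p under 0.05). The paper takes the larger number of peaks with higher enrichment to bear out the rise in 5hmC that its dot-blot assays showed (Fig. 1).

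**Figure D1:**
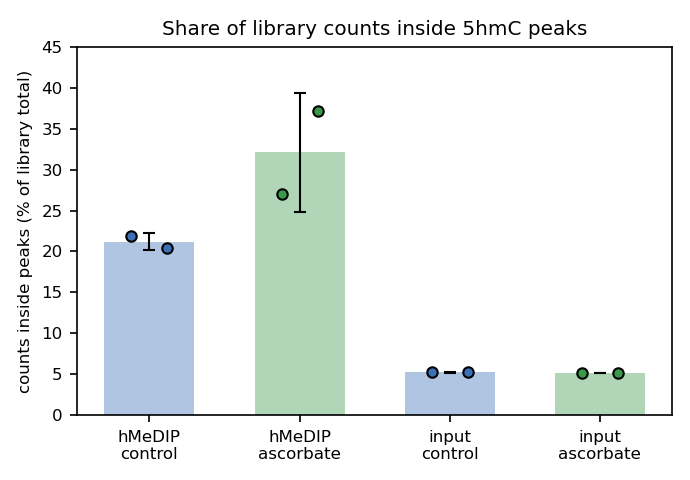
Percent of each library's total reads that fall inside the 5hmC peaks, for hMeDIP and input DNA of control and ascorbate-treated ARPE-19 cells. Points are libraries, bars are means and error bars are SD (n = 2). Both ascorbate hMeDIP libraries lie above both control hMeDIP libraries, and the input libraries lie between 5.11% and 5.28%.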

**Figure 2:**
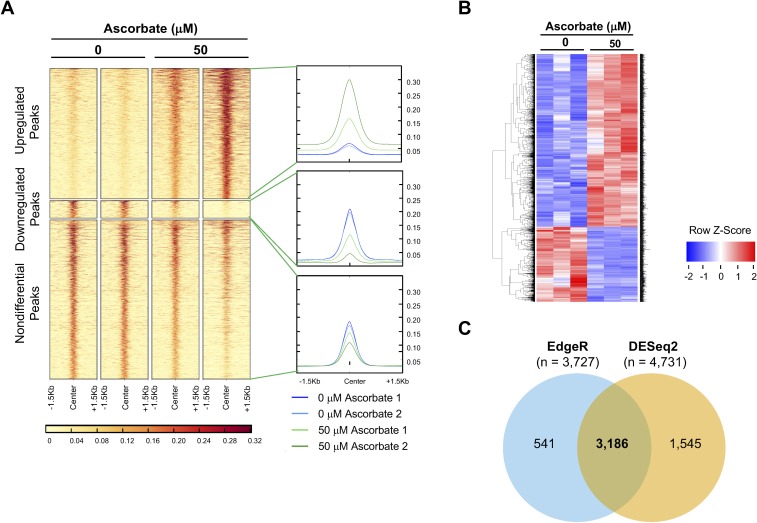
hMeDIP-seq analysis and RNA-seq analysis of ARPE-19 cells treated with or without ascorbate (50 μM). (A) Heatmap of the 5hmC-enriched regions investigated for differential analysis with edgeR. Only regions below an FDR of 0.05 with a minimum of a 2× fold change (below 0.5× or above 2× compared to control) were considered differential. Darker color represents greater coverage in read counts per million (RCPM). Overall coverage plots (right side of heatmap) show the average coverage in RCPM across all peaks. Blue lines represent samples treated with 0 μM ascorbate, and green lines represent samples treated with 50 μM ascorbate. (B) The heatmap shows differentially expressed genes in ARPE-19 cells treated with or without ascorbate (50 μM). Colors represent Z-scores, where downregulated transcripts are represented as blue and upregulated transcripts are represented as red. Only genes determined to be significant by both statistical algorithms (edgeR and DESeq2) are included in the heatmap. (C) Venn diagram showing the number of genes called as statistically significant by the two different statistical algorithms, DESeq2 and edgeR.

### Ascorbate Treatment Alters the Transcriptome of ARPE-19 Cells

An increase in the global content of 5hmC indicates a shift in the dynamic process of DNA methylation-demethylation, which consequently affects transcription. Further, the relatively stable 5hmC itself also can regulate gene transcription as a unique epigenetic mark.^3,4^ Thus, ascorbate-induced 5hmC changes could alter the transcriptional pattern of ARPE-19 cells. 

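RNA from 3 control and 3 ascorbate-treated samples of ARPE-19 cells, treated with 50 μM for 7 days, was depleted of ribosomal RNA and sequenced. The authors aligned the reads with STAR to GRCh38 and deposited raw counts for 58233 Ensembl genes in each library. Control libraries held 19380298 to 27829121 gene counts (median 23179320) and ascorbate libraries 34501909 to 38220255 (median 37018643), so the ascorbate libraries were deeper. Reads assigned to no gene made up 16.8% to 17.4% of the reads in the control libraries and 21.0% to 22.8% in the ascorbate libraries. The counts of every pair of libraries within a group differed by more than the sampling noise (chi-square per degree of freedom of 14.4 to 63.4). The 16580 genes kept by edgeR's filter on low counts were scaled with TMM and tested with edgeR's quasi-likelihood F test, and the same genes were tested with DESeq2. A gene was called differential at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. The strand setting of the counting is not given in the sources used here, so genes with an antisense partner, like those with near-identical copies, are uncertain. Gene lists of pathways and cell types were set before the data were examined and tested with camera at a preset correlation of 0.01 between genes. Of 24 lists, 11 passed at an adjusted p under 0.05 and none kept its call with an estimated correlation. Fry, the other list test, passed the same 11, with adjusted p from 8.49e-05 (HIF-1 targets) to 0.0465 (ribosomal protein genes). It also passed mesenchymal, lysosome and endothelial lists (0.00397, 0.0440 and 0.00321). With the replicate block fry did not pass the lysosome, cholesterol, ribosomal protein and chaperone lists (0.158, 0.131, 0.1245 and 0.0504). In simulated data it gave 2 of 20 unchanged lists an unadjusted p under 0.05, and camera 0.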

To investigate the impact of ascorbate on the transcriptome, we employed transcriptome sequencing, also known as RNA-seq, on ARPE-19 cells treated with or without ascorbate (50 μM). 

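The control and ascorbate libraries stood apart along the main axis of variation in gene expression, which carried 67.6% of the variance of a principal component analysis. Across 12282 genes with at least 1 peak in the promoter region or gene body, the log2 fold change of RNA correlated with that of the summed 5hmC counts with a Spearman coefficient of 0.137 and a Pearson coefficient of 0.13 (permutation test over genes, two-sided p = 1e-05, the smallest p that 100000 resamples can give). The Spearman coefficient was 0.116 for promoter peaks and 0.146 for gene body peaks. Among genes called by both edgeR and DESeq2 it was 0.20. All 5 relations computed had an adjusted p of 1e-05, and genes are not independent replicates. With offsets for the G+C content and length of genes, an alternative chosen after seeing the data, the coefficient was 0.0668. The 12282 genes had a median log2 fold change of 0.93 in 5hmC.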

A significant shift in the transcriptome was observed in correlation with the ascorbate-induced increase in 5hmC, as shown in the heatmap of differentially expressed genes (Fig. 2B). A total of 4731 genes were found differentially expressed by DESeq2, and 3727 genes were found differentially expressed by edgeR. 

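Among the 16580 genes tested, edgeR called 5423 genes, of which 2995 were higher and 2428 lower under ascorbate. DESeq2 called 5647 genes, 2824 higher and 2823 lower. Among the large increases were KLHL30, at least 59.7-fold higher against a floor of 3 counts over the control group, in which no count was found, and LRRC32, a surface receptor for latent TGF-β, for which 3 counts in the control group and 2940 in the ascorbate group give a ratio of 564 (95% counting interval 193 to 2736), the control counts all lying in control replicate 1. Levels are given as CPM, the counts of a gene relative to the TMM-scaled library total. LUM, which encodes the proteoglycan lumican, rose from 3.01 ± 0.517 to 293 ± 86.5 CPM (SD, n = 3 per group), and THBS2, which encodes thrombospondin 2, from 0.638 ± 0.440 to 60.4 ± 6.49. CDH1, which encodes E-cadherin, rose from 0.0668 ± 0.0588 to 2.40 ± 0.687 CPM (SD, n = 3 per group), a log2 fold change of 5.22 (standard error 0.566, adjusted p = 0.000213 from edgeR's quasi-likelihood test), or 4.53 without control replicate 1, in which no count was found. Among the large decreases were CA9, which encodes carbonic anhydrase IX, from 98.2 ± 20.5 to 0.129 ± 0.0399 CPM (SD, n = 3 per group), and RIMKLA, from 46.0 ± 5.38 to 0.442 ± 0.0601. The pseudogenes PGK1P2, BNIP3P1 and LDHAP4 and the antisense gene ITGA6-AS1 were also among them, with log2 fold changes of -5.43, -4.45, -4.43 and -5.24, and are uncertain because their reads may be shared with other genes. Without control replicate 3, PGK1P2 was at -3.99 and LDHAP4 at -3.21. Without ascorbate replicate 1 or 3, edgeR called 3167 and 3588 genes, and DESeq2 3710 without the first of these. Higher genes made up 55.2% of the edgeR calls with TMM and 74.6% (4256 higher and 1449 lower) with library totals alone, which moved the median log2 fold change of all genes from 0.033 to 0.19. With offsets for G+C content and length, chosen after seeing the data, the share was 41.5% (2203 higher and 3106 lower).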

A total of 3186 genes were considered significant by both differential expression calculators (Fig. 2C). 

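Both edgeR and DESeq2 called 5097 genes in the same direction. In 5006 of them the 3 control and 3 ascorbate values did not overlap, as in 48.0% of all tested genes, where chance gives 10%. Without ascorbate replicate 1 or 3 the tools shared 2961 and 3361 calls. Of 47 measured target genes of the hypoxia-inducible transcription factor HIF-1, 43 were lower by edgeR (46 lower when adjusted over the list alone), with a median log2 fold change of -2.28 (camera adjusted p = 4.80e-40, adjusted p = 0.117 with an estimated correlation, unadjusted p = 0.00487). DDIT4 and SLC2A1, a glucose transporter gene, were among them at -2.71 (standard error 0.150) and -1.51 (standard error 0.124). Of 49 ribosomal protein genes, 28 were lower and 1 higher (28 and 1 when adjusted over the list alone), with a median log2 fold change of -0.48 (camera adjusted p = 3.34e-07, adjusted p = 0.327 with an estimated correlation), and RPL37 at -1.06 and RPS24 at -1.03. Their many pseudogenes make these values uncertain. Of 19 chaperones of the unfolded protein response, 10 were lower and 2 higher (11 and 2 when adjusted over the list alone, median -0.48, camera adjusted p = 0.00393, adjusted p = 0.30 with an estimated correlation), with HSP90B1 at -1.27. The TET enzymes and other 2-oxoglutarate dioxygenases, which use ascorbate as a cofactor, had 16 of 47 members lower and 3 higher (18 and 4 when adjusted over the list alone, camera adjusted p = 0.00365, adjusted p = 0.327 with an estimated correlation), and a median log2 fold change of -0.12 that turned to 0.042 with library totals alone. With offsets for G+C content and length, chosen after seeing the data, 25 were lower and 3 higher, with a median of -0.45 after the trend was removed. PLOD2, ASPH and EGLN1 were among those that fell, at -1.78, -1.61 and -1.77. Of 9 ascorbate and glucose transporters, 5 were lower and 2 higher (also 5 and 2 when adjusted over the list alone, camera adjusted p = 0.0499, direction down, adjusted p = 0.327 with an estimated correlation), with a median of -0.48 but a mean of 0.034, or -0.79 and -0.20 after the trend was removed (5 lower and 1 higher with the offsets). SLC2A6 rose to a ratio of 42.0 from a single control count (95% counting interval 7.31 to 1682). On the HIF-1 list too are 5 of the dioxygenases (EGLN1, EGLN3, KDM3A, P4HA1 and P4HA2) and 2 of the transporters (SLC2A1 and SLC2A3), without which 11 of 42 and 3 of 7 were lower.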

Of the 3186 genes, the expression of 964 genes was reduced and the expression of 2222 genes increased, which is consistent with the known bidirectional effects of 5hmC on transcription.^30^ 

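Of the genes called by both tools, 2736 were higher (53.7%) and 2361 lower under ascorbate. With library totals in place of TMM, 2823 were higher (66.4%) and 1428 lower. Collagen genes were higher in 14 of 24 cases and lower in 2 (15 and 3 when adjusted over the list alone), with a median log2 fold change of 0.69 (camera adjusted p = 0.000887, adjusted p = 0.327 with an estimated correlation). COL1A1 rose from 131 ± 20.7 to 1098 ± 232 CPM (SD, n = 3 per group), and COL3A1 had a log2 fold change of 3.18. With offsets for G+C content, chosen after seeing the data, COL1A1 was at 2.37 and COL3A1 at 3.00, 11 collagens were higher and 5 lower, and the median of the list after the trend with G+C content and length was removed was 0.43. Inflammatory cytokines and NF-κB targets were higher in 12 of 19 and lower in 1 (13 and 1 when adjusted over the list alone, median 0.84, camera adjusted p = 0.000345, adjusted p = 0.316 with an estimated correlation), among them the adhesion molecule gene ICAM1 at 2.58 and CSF1 at 2.63. Interferon-stimulated genes were higher in 18 of 26 and lower in 2 (20 and 2 when adjusted over the list alone, median 0.91, camera adjusted p = 0.000567, adjusted p = 0.316 with an estimated correlation), with ISG15 at 3.12 (2.52 with the offsets) but IFI44L at -2.55 and IFI44 at -1.13. Genes of cholesterol synthesis and uptake were higher in 12 of 27 and lower in 2 (15 and 3 when adjusted over the list alone, median 0.39, camera adjusted p = 0.00745, adjusted p = 0.523 with an estimated correlation, 9 higher and 4 lower with the offsets), with HMGCS1 at 1.16 and SCD at -1.37. Complement genes and genes linked to the risk of age-related macular degeneration were higher in 9 of 24 and lower in 3 (also 9 and 3 when adjusted over the list alone, median 0.31, camera adjusted p = 0.0158, adjusted p = 0.316 with an estimated correlation), with APOE at 4.95 (3.94 with the offsets) and C3 at 2.99 (standard error 0.182). Members of the VEGF family and other angiogenesis factors went both ways, 14 of 31 higher and 7 lower (19 and 7 when adjusted over the list alone, median 0.47, camera adjusted p = 0.0499, adjusted p = 0.316 with an estimated correlation), with a median of 0.14 after the trend was removed. Levels differed widely among the genes named. In the control group ISG15 and APOE were at 0.311 and 0.481 CPM, and IFI44L and IFI44 at 260 and 51.0. The paper proposes that the changes in both directions go with known effects of 5hmC on transcription, which can be of either sign.

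**Figure D2:**
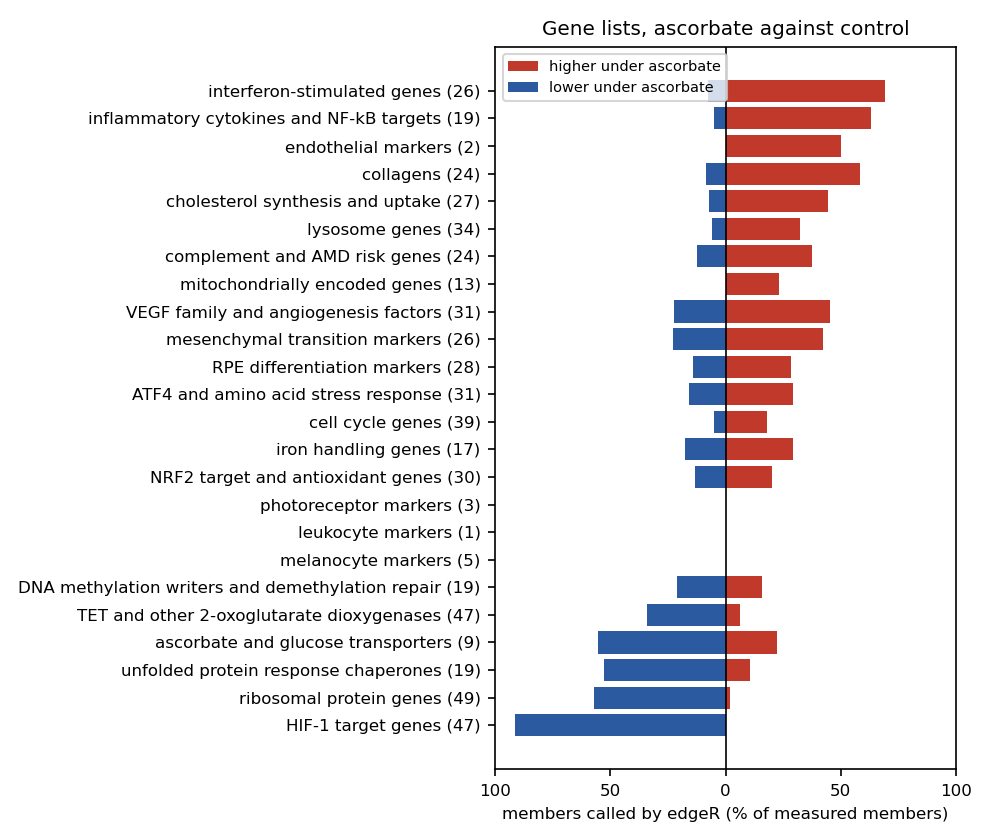
Percent of the measured members of each gene list that edgeR called higher (right) or lower (left) under ascorbate at an adjusted p under 0.05, with the number of measured members in parentheses. Of the HIF-1 target genes 43 of 47 were lower, and of the interferon-stimulated genes 18 of 26 were higher. With library totals alone the median of the TET and other 2-oxoglutarate dioxygenases turned from -0.12 to 0.042. After the trend with G+C content and length was removed, the median of these dioxygenases was -0.45.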

Of the 3186 genes, 2208 (69.3%) of them contained a differential 5hmC peak within the gene body or promoter region.

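Genes that changed in expression carried a differential 5hmC peak more often than other genes. Of 5071 genes called by both tools and placed on the annotation, 3256 (64.2%) had at least 1 differential peak in the gene body or within 3 kb of a transcript start. Of the 11351 other tested genes, 5680 (50.0%) had such a peak (odds ratio 1.79, 95% interval 1.67 to 1.92, two-sided Fisher's exact test, p = 2.66e-64). Genes that rose carried a gained peak in 74.2% of cases (2019 of 2720) and genes that fell in 51.4% (1209 of 2351), against 49.4% of the genes not called (odds ratio of risen against fallen genes 2.72, two-sided Fisher's exact test, p = 6.77e-64). A peak of any kind was found in 89.3% of the genes that rose and 74.5% of those that fell, and within deciles of the number of peaks per gene, a test chosen after seeing the data, the odds ratio was 2.03 (95% interval 1.72 to 2.40 from the Cochran-Mantel-Haenszel method). Lost peaks were found in 2.21% of the genes that rose and 2.64% of the genes that fell. PRUNE2, the gene with the smallest p in the RNA data, rose and held 16 gained peaks among 21. TET1, whose RNA fell, held 7 among 11. The genes next by p, ADM, RIMKLA and CA9, all fell. ADM held 0 peaks, RIMKLA 0 gained and 1 lost among 3, and CA9 2 gained among 3. Long genes and genes with many peaks have more chances to carry a differential peak, and within the same deciles the odds ratio for any differential peak in called against other genes was 1.20 (95% interval 1.09 to 1.33 from the same method). Genes and peaks are not independent replicates, so these p-values describe the genes of these libraries. The odds ratios were not adjusted for G+C content. Of genes called by both tools, 758 rose and 46 fell at a G+C content of 60% or more, and 233 rose and 741 fell under 40%. Gained peaks held a median of 1.52 CpG sites per 100 bp and lost peaks 0.59. Offsets for G+C content and length lowered the RNA and 5hmC correlation from 0.137 to 0.0668. How far G+C content contributes to the odds ratios was not tested.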

### Ascorbate Treatment Suppresses the Expression of VEGF

Surprisingly, *VEGFA*, which encodes the VEGF protein, was one of the top 10 genes whose transcription was significantly altered by ascorbate treatment. 

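The 10 genes with the smallest p included ADM, CA9, BNIP3, LDHA, P4HA1 and VEGFA, all of them on the list of HIF-1 target genes. By edgeR's quasi-likelihood test VEGFA ranked 9 among all tested genes, 8 by DESeq2 and 11 by edgeR's exact test. ADM, which encodes the vasodilator peptide adrenomedullin, fell from 54.0 ± 1.28 to 2.03 ± 0.0762 CPM (SD, n = 3 per group), a log2 fold change of -4.73 (standard error 0.127, adjusted p = 7.22e-08 from the same test). BNIP3, a regulator of mitophagy, fell from 398 ± 60.2 to 19.0 ± 1.53, LDHA, which encodes a subunit of lactate dehydrogenase, from 2341 ± 69.0 to 241 ± 23.8, and P4HA1, which encodes a subunit of collagen prolyl 4-hydroxylase, from 1328 ± 155 to 85.7 ± 10.4. RORA, which encodes a nuclear receptor, had a log2 fold change of -3.08 (standard error 0.114, adjusted p = 5.03e-07 from edgeR). LDHA and BNIP3 have pseudogenes that may share reads with them. PRUNE2 rose from 9.86 ± 0.709 to 188 ± 2.89 CPM (SD, n = 3 per group), a log2 fold change of 4.25 (standard error 0.109, adjusted p = 7.22e-08 from edgeR).

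**Figure D3:**
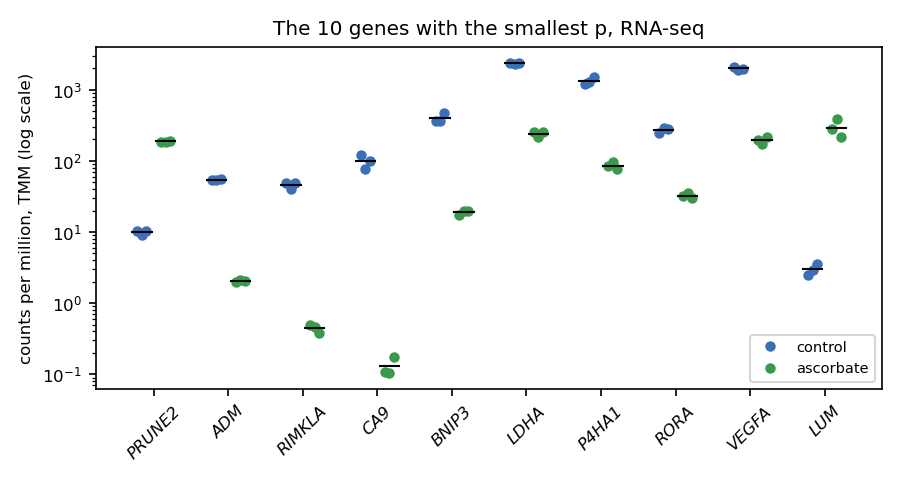
CPM after TMM scaling (log axis) in the 3 control and 3 ascorbate libraries for the 10 genes with the smallest p from edgeR's quasi-likelihood test, in order of p. Points are libraries and lines are group means. The groups do not overlap in any of these genes, 8 genes are lower under ascorbate, and PRUNE2 and LUM are higher.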

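VEGFA (ENSG00000112715) lies on chromosome 6 of GRCh38 from 43770184 to 43786487 on the forward strand. Its expression was 2078, 1903 and 1969 CPM in the control libraries and 197, 170 and 218 in the ascorbate libraries, a mean of 1984 ± 88.5 against 195 ± 23.9 (SD, n = 3 per group), or 9.83% of the control level. The log2 fold change was -3.35 (standard error 0.127, adjusted p = 5.59e-07 from edgeR's quasi-likelihood test). Each ascorbate library was below each control library (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow). Raw counts for VEGFA ranged from 35541 to 54518 in the control libraries and from 6619 to 8730 in the ascorbate libraries, so counting error was small beside the difference.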

RNA-seq data suggested that ascorbate treatment decreased the expression of *VEGFA* to ∼11% of control level (*P* = 2.9 × 10^−71^). As previously discussed, ascorbate induced a large shift in the hydroxymethylome, and alterations of 5hmC in the *VEGFA* genomic region could lead to changes in *VEGFA* transcription. Upon investigation of the hMeDIP-seq data we found that three peaks of 5hmC enrichment were called in the *VEGFA* genomic region using the MACS2-IDR pipeline. 

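The deposited peaks include 3 in the body of VEGFA and 1 upstream of it. The upstream peak lies on chromosome 6 from 43768694 to 43769787, within 3 kb of the transcript start, and had 2.32 ± 0.0700 FPKM in the control group and 2.37 ± 0.822 in the ascorbate group (SD, n = 2 per group). Its log2 fold change was 0.038 (standard error 0.524, adjusted p = 0.948 from edgeR's quasi-likelihood test) and turned to -0.58 with the sum of peak counts as library size, -0.43 with TMM and -0.63 with RLE factors. Inside the gene, peaks lie from 43775009 to 43776044 and from 43776138 to 43777624, both in intron 2 and the second reaching into exon 3, and from 43779808 to 43783537 across exons 6 and 7. In the gene as a whole the summed 5hmC counts of the 4 peaks had a log2 fold change of 0.87. Exons are numbered after the reference transcript, which has 8 exons. Since VEGFA has 26 annotated transcripts, each of these peaks also lies, in whole or in part, within 3 kb of the start of one of them.

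**Figure D4:**
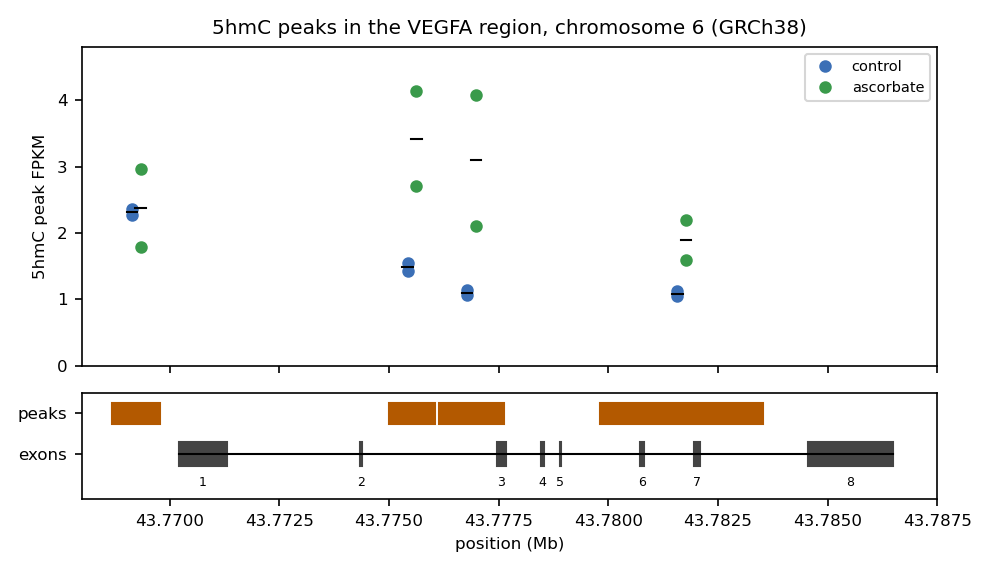
The VEGFA region on chromosome 6 (position in Mb, GRCh38), with 5hmC in FPKM for each peak and library (top), the peaks (orange) and the exons of the reference transcript (gray). Points are libraries, horizontal lines are group means (n = 2) and the groups are drawn slightly apart. Both ascorbate values lie above both control values in the 3 peaks inside the gene, but not in the upstream peak.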

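5hmC at intron 2 of VEGFA was higher in both ascorbate libraries than in both control libraries at both peaks there. At the peak nearest the transcript start, FPKM was 1.49 ± 0.0834 in the control group and 3.42 ± 1.02 in the ascorbate group (SD, n = 2 per group), a ratio of 2.30. This log2 fold change of 1.20 (standard error 0.533) did not pass edgeR's quasi-likelihood test (adjusted p = 0.0624), and passed edgeR's exact test (adjusted p = 0.0266) and DESeq2 (adjusted p = 0.0199). Over all alternatives its adjusted p ran from 1.87e-18, without ascorbate replicate 1, where the peak was called higher, to 0.726, and its log2 fold change was 0.54 with RLE factors and 0.59 with the sum of peak counts. At the next peak, which reaches exon 3, FPKM rose from 1.10 ± 0.0488 to 3.10 ± 1.39 (SD, n = 2 per group), a ratio of 2.82. Its log2 fold change was 1.49 (standard error 0.524, adjusted p = 0.0185 from the quasi-likelihood test). The call was lost with the sum of peak counts as library size (log2 fold change 0.86, adjusted p = 0.0941) and with RLE factors (0.81, adjusted p = 0.0831). It was also lost with the replicate number as a block (1.42, adjusted p = 0.225). Without control replicate 1 or 2 the call was lost too, although the log2 fold change was 1.54 and 1.45. Without ascorbate replicate 2 the log2 fold change was 0.94, under the 2-fold minimum.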

Two peaks in intron 2 increased with 50 μM ascorbate treatment (FDR = 0.0177, 0.0041, respectively). 

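The third peak inside VEGFA, 3730 bp long, runs from intron 5 into intron 7 and covers exons 6 and 7. Its FPKM was 1.08 ± 0.0530 in the control group and 1.89 ± 0.421 in the ascorbate group (SD, n = 2 per group), a log2 fold change of 0.81 (standard error 0.504, adjusted p = 0.163 from edgeR's quasi-likelihood test). The peak held 302 and 305 counts in the control libraries and 349 and 551 in the ascorbate libraries. The edge of the peak lies 1023 bp before the 3′ untranslated region of the reference transcript. The log2 fold change was 0.16 with RLE factors, 0.21 with the sum of peak counts and 0.36 with TMM (adjusted p = 0.585, 0.379 and 0.333 from the same test), and 1.02 without ascorbate replicate 1, where the peak was called higher.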

A large peak was detected from intron 5 through the 3′UTR (untranslated region) but was not called as differential (Fig. 3; Table).

**Figure 3:**
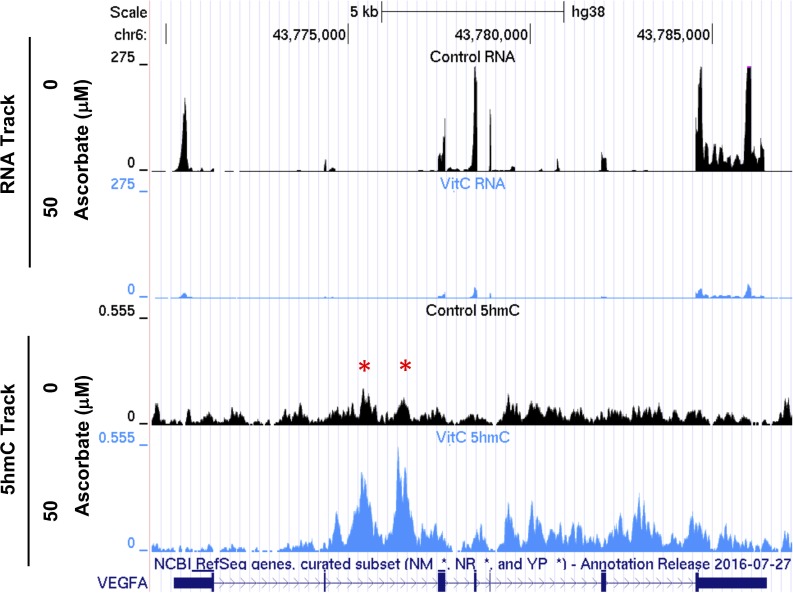
5hmC increases in the gene body of VEGFA after ascorbate treatment. UCSC tracks show the coverage of the RNA-seq and hMeDIP-seq (5hmC) over the VEGFA gene region. The two red stars indicate the 5hmC peaks that increase with 50 μM ascorbate treatment.

**Table:**
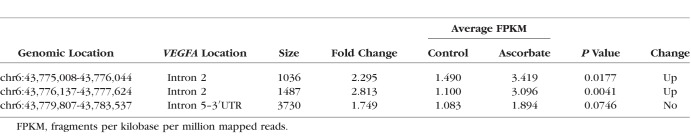
hMeDIP-seq Peaks in the VEGFA Region

The initial RNA-seq finding was then confirmed by qRT-PCR in multiple experiments, which indicated a decrease in *VEGFA* mRNA to 13% of the control by ascorbate treatment (Fig. 4A). It is known that *VEGFA* can produce two families of transcripts—the “a-isoform” with proangiogenic function and “b-isoform” with anti-angiogenic capacity. The expression levels of the two isoforms were assessed by qRT-PCR using isoform-specific primers. Results showed that the a-isoform was ∼25-fold more abundant than the b-isoform in cells cultured without ascorbate. After treatment with ascorbate, transcripts of both isoforms were significantly reduced (Supplementary Fig. S1).

**Figure 4:**
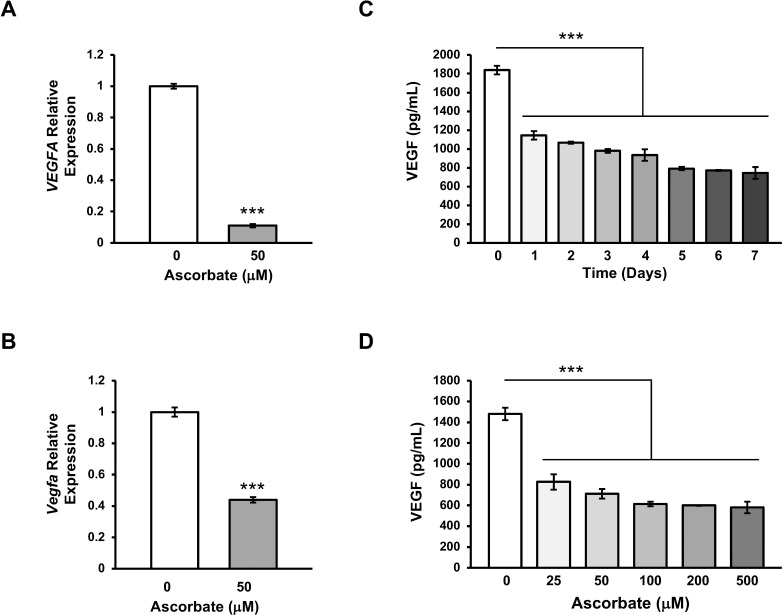
qRT-PCR and ELISA verification of the suppression of VEGFA by ascorbate. (A) The inhibition of ascorbate on VEGFA transcription was validated in a second batch of ARPE-19 cells treated with ascorbate (50 μM). (B) The transcription of Vegfa (homologue of VEGFA) in RPE-J cells was inhibited by ascorbate (50 μM) treatment. (C) ELISA results show that ascorbate time-dependently decreases the levels of VEGF protein in the conditioned culture medium. (D) ELISA testing shows that ascorbate dose-dependently decreases the levels of VEGF in the conditioned culture medium (***P < 0.001).

RPE-J cells, a rodent RPE cell line, were then used to validate this suppression of *VEGFA* transcription by ascorbate in another cell line. Although ascorbate is not a vitamin for rodents, RPE cells in vitro rely on ascorbate that is endogenously synthesized in the liver. Quantitative RT-PCR analysis of *Vegfa* (homologous to human *VEGFA* gene) expression showed that the level of *Vegfa* transcripts was decreased to ∼44% after treatment with ascorbate (50 μM) for 6 days (Fig. 4B).

To examine whether the reduced VEGF transcription leads to a decrease in VEGF protein secreted from the cells, we employed ELISA to test conditioned medium of ARPE-19 cells. ELISA assays indicated that ascorbate treatment reduced the secretion of VEGF in a time-dependent (Fig. 4C) as well as dose-dependent manner (Fig. 4D). Overall, these results suggest that ascorbate treatment inhibits the expression of VEGF, resulting in lower VEGF protein synthesis and secretion in RPE cells.

### Suppression of VEGF Is Not Correlated With Antioxidant Effects or HIF-1α

HIF-1α is an important transcription factor that upregulates the expression of VEGF under hypoxic conditions.^31^ Degradation of HIF-1α requires ascorbate, which is also a cofactor for HIF-1α hydroxylases, enzymes that initiate the degradation of this transcription factor.^32^ Hence, the suppression of *VEGFA* by ascorbate could be mediated through an accelerated degradation of HIF-1α. To test this hypothesis, we measured HIF-1α levels in cultured ARPE-19 cells. HIF-1α was undetectable by Western blot in cultured ARPE-19 cells with or without ascorbate (Fig. 5A). This result was expected, since indoor air contains nearly 21% oxygen and the cell incubator environment contains 5% CO_2_. Addition of CoCl_2_, a compound mimicking a hypoxic environment, induced a significant increase in HIF-1α protein, which could be inhibited with ascorbate cotreatment (Fig. 5A).^27^ These results indicate that it is unlikely that the inhibition of VEGF by ascorbate is mediated by HIF-1α degradation since HIF-1α is not detectable in culture without hypoxia induction, yet ascorbate still reduces VEGF.

**Figure 5:**
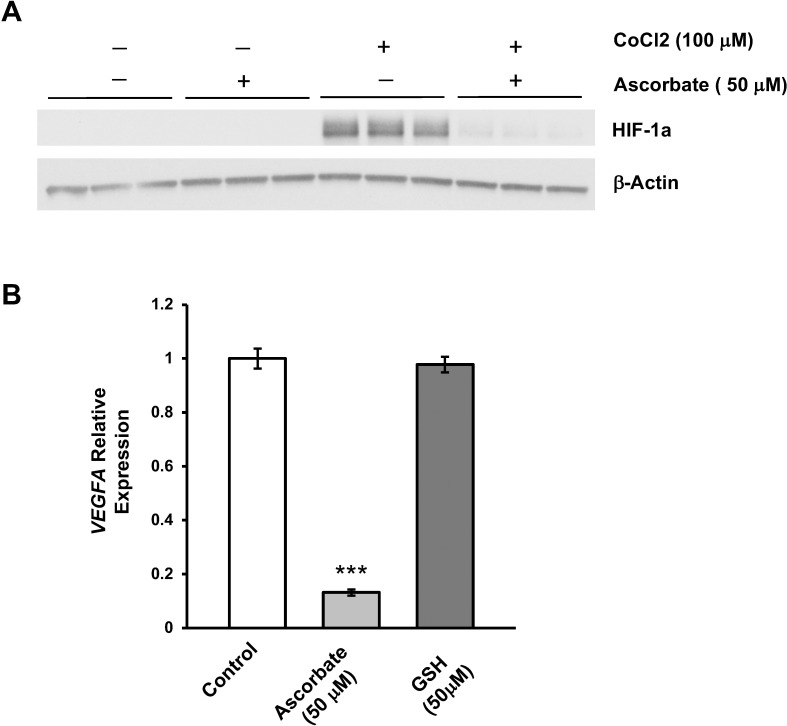
HIF-1α and antioxidant effects are not responsible for the suppression of VEGF by ascorbate in culture conditions. (A) Western blot shows that there was no detectable HIF-1α in cultured ARPE-19 unless induced by CoCl_2_ (100 μM) to mimic hypoxic conditions. After treatment with ascorbate (50 μM), the induced HIF-1α almost disappeared, but HIF-1α was not present in the experimental conditions of all other experiments. (B) qRT-PCR shows the suppression of VEGFA transcription by ascorbate, while a stronger reducing agent, glutathione (50 μM), exerted no obvious change in VEGFA transcripts in ARPE-19 cells (***P < 0.001).

Alternatively, it is possible that ascorbate, a reducing agent, suppresses VEGF expression by attenuation of oxidative stress and associated ROS, which can upregulate VEGF in RPE cells.^33^ To rule out this possibility, ARPE-19 cells were treated for 7 days with either ascorbate or glutathione, a potent antioxidant. No inhibition of VEGF expression was seen in cells treated with glutathione (Fig. 5B). In contrast, VEGF expression was reduced to ∼11% of the control level in the presence of ascorbate. These findings rule out the possibilities that suppression of VEGF expression by ascorbate is mediated through either the HIF-1α pathway or attenuation of ROS, leading us to conclude that the decrease in VEGF is likely through the change in 5hmC levels in the gene body (Fig. 3).

### Ascorbate Reduces VEGF Expression in Primary Human Fetal RPE Cells

Although immortalized RPE cells (ARPE-19 and RPE-J) are convenient to grow for many passages and maintain a uniform cell homogeneity, they are not entirely representative of native RPE.^16^ In contrast, primary hfRPE are more difficult to grow and have higher cellular heterogeneity, but are an accurate representative of native RPE. They exhibit high levels of RPE markers, metabolize all-trans retinal, express high levels of pigmentation, polarize in culture, and develop high transepithelial resistance (TER).^16^

To test the effect of ascorbate in primary culture, RPE cells from three separate donors were obtained from the National Eye Institute (NEI). The initial culture media for hfRPE contains 250 μM L-ascorbic acid in its formulation. Following the first passage, cells were cultured with MEM media with the same formulation as the traditional MEM media used, except without the ascorbic acid. After 6 weeks of treatment with ascorbate-deficient media, cells were treated either with (50 μM) or without ascorbate for 7 days. By qRT-PCR, it was confirmed that the transcription of VEGF decreased after ascorbate treatment to ∼50% to 70% of the pretreatment levels in cells from all three donors (Figs. 6A–C). Additionally, ELISA on the conditioned culture medium revealed that levels of secreted VEGF from the cells of all three donors after ascorbate treatment were significantly reduced from the levels when ascorbate was absent. These experiments indicate that, similar to immortalized RPE cell lines, primary cells also downregulate VEGF in response to ascorbate treatment.

**Figure 6:**
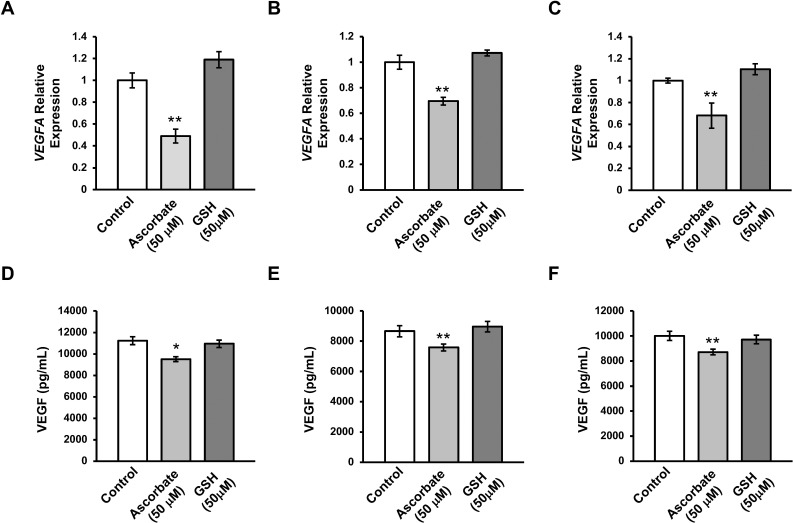
Ascorbate reduces the expression of VEGFA in primary hfRPE cells. qRT-PCR shows a reduction of VEGFA transcripts after treatment with ascorbate (50 μM), but not after treatment with glutathione (50 μM) in donors 1 through 3 (A–C). ELISA testing shows a reduction in the amount of secreted VEGF in the cell culture conditioned medium after treatment with ascorbate (50 μM), but not after treatment with glutathione (50 μM) in donors 1 through 3 (D–F) (*P < 0.05, **P < 0.01).

### Ascorbate Reduces VEGF in the Vitreous Humor of Mouse Eyes

To examine the effects of ascorbate on VEGF expression in vivo, we used *Gulo*^−/−^ mice. Unlike humans and other primates that cannot synthesize ascorbate due to loss-of-function mutations in the L-gulonolactone oxidase (*Gulo*) gene, rodents have fully functional L-gulonolactone oxidase, the enzyme that catalyzes the final step of ascorbate biosynthesis, and thus they can synthesize ascorbate de novo in the liver. Genetic ablation of the *Gulo* gene in rodents creates mice that, like humans, require vitamin C through their diet.^28^ The long-term survival of *Gulo*^−/−^ mice relies on ascorbate supplements. When supplemented with 330 mg/L ascorbate in the drinking water, the plasma ascorbate concentration of *Gulo*^−/−^ mice is maintained at ∼50 μM, similar to the level in wild-type mice.^28^

*Gulo*^−/−^ mice (1 month old) maintained with 330 mg/L ascorbate in their drinking water were divided into two random groups. The ascorbate supplementation was reduced to 16.5 mg/L for one group, but maintained at 330 mg/L for the other group. Three months later, mice were killed and the eyes were dissected. RNA was extracted from the RPE/choroid layers and the levels of *Vegfa* transcripts were measured by qRT-PCR. The mice with high ascorbate supplementation showed a significantly reduced level of *Vegfa* transcripts (0.75-fold) in the RPE/choroid layers compared to those mice given low levels of vitamin C (*P* = 0.031, Fig. 7A).

**Figure 7:**
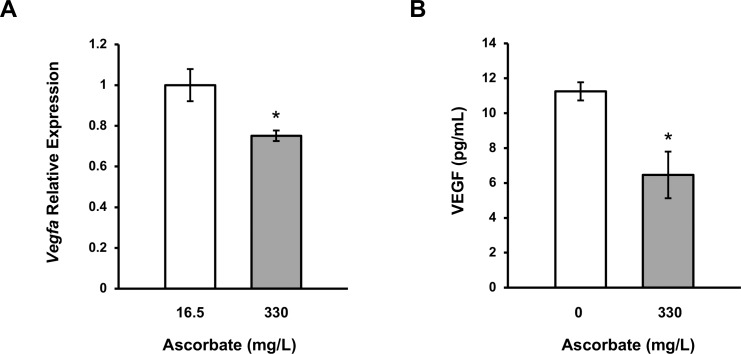
Decrease in the levels of VEGF in the RPE/choroid and vitreous humor of ascorbate-deficient mice supplemented with additional ascorbate. (A) qRT-PCR shows a reduction in Vegfa transcripts in the RPE/choroid layers of Gulo^−/−^ mice after being given ascorbate (330 mg/L) in the drinking water compared to mice kept with low ascorbate (16.5 mg/L) for 3 months. (B) The level of secreted VEGF protein, measured by ELISA, was decreased in the vitreous humor of Gulo^−/−^ mice given ascorbate (330 mg/L) in the drinking water compared to mice given no ascorbate for 4 months (*P < 0.05).

In a second experiment, *Gulo*^−/−^ mice (3 months old) maintained with 330 mg/L ascorbate in their drinking water were divided into two random groups. Ascorbate supplementation was removed from one group while the ascorbate supplementation was continued for the other group of mice. Four months later, mice were killed and VEGF protein level was measured in the vitreous humor by ELISA. The *Gulo*^−/−^ mice with ascorbate supplementation showed a significant decrease of VEGF (0.57-fold) accumulated in their vitreous humor in comparison to those without ascorbate supplementation (*P* = 0.029, Fig. 7B). These in vivo data indicate that ascorbate inhibits VEGF expression in the eye, suggesting that our in vitro studies do mirror in vivo conditions. Further studies with large sample sizes will determine if ascorbate-induced changes in VEGF levels lead to alterations in retinal vasculature.

## Discussion

Results of this study showed the ability of ascorbate to effectively suppress VEGF transcription and protein secretion in RPE cells. The suppression of VEGF by ascorbate was initially discovered in human ARPE-19 cells, then verified in rat RPE-J cells and in primary hfRPE cells, suggesting that ascorbate inhibits VEGF generally in RPE cells. Additional experimentation showed that glutathione, a potent reducing reagent with antioxidant properties comparable to those of ascorbate, was not sufficient to reduce VEGF expression. This reduction of VEGF occurs in the absence of HIF-1α expression, suggesting that it is independent of the HIF-1α pathway. Our results indicate that a 5hmC increase in the gene body, specifically intron 2, correlates with the reduced expression of VEGF by ascorbate. Generally, suppression of a gene is more frequently associated with an increase of 5hmC in the promoter, but previous reports have shown that changes in the gene body of a gene can also be correlated with a decrease in gene transcription.^34^ It is noteworthy that a single nucleotide polymorphism (SNP) rs833069 within intron 2 is associated with the risk of AMD.^35^ This SNP is located in close proximity to the differentially hydroxymethylated region, raising a possibility that this variant may affect VEGF expression via DNA hydroxymethylation. Furthermore, ascorbate supplementation was found to decrease VEGF levels in the RPE/choroid and vitreous humor of *Gulo*^−/−^ mice, suggesting that as in vitro, RPE cells in vivo have reduced secretion of VEGF with ascorbate. Thus the present work suggests a major contributory role of ascorbate in regulating VEGF expression in the retina.

It is generally agreed that oxidative stress, which is associated with elevated levels of ROS, contributes to the pathogenesis of AMD.^11^ One consequence of the high level of ROS is depletion of ascorbate in the retina by oxidizing ascorbate to DHA, which has no function for the TET enzymes. The lack of a cofactor for TET enzymes in turn could decrease 5hmC levels in the gene body of *VEGF*, leading to an increase in the transcription of *VEGF*. As a consequence, VEGF secretion increases, which may contribute to the pathological angiogenesis in the retina, including wet AMD.

Diabetes has also been associated with both elevated ROS in the retina and increased levels of VEGF.^36^ Anti-VEGF therapies have been shown to be effective for a subset of patients with diabetic retinopathy and diabetic macular edema.^37–39^ Additionally, hyperglycemia has been shown to inhibit uptake of ascorbate by the retina, and studies have shown that the ascorbate levels in the vitreous humor of patients with diabetic retinopathy are only approximately 30% as high as in nondiabetic patients.^40,41^ These data indicate that ascorbate plays a role in the suppression of VEGF in diabetic eye complications.

Identification of the critical role VEGF plays in retinal pathological angiogenesis has led to the development of anti-VEGF therapies that have significantly changed the treatment of wet AMD and diabetic vision complications. Current anti-VEGF therapies, using either antibodies (such as Lucentis, Avastin) or soluble decoy receptors (such as Eylea), target the expressed VEGF protein to make it less available, but do not target VEGF expression at transcriptional, translational, or secretory levels. Our results show that ascorbate inhibits VEGF at the transcriptional level, which not only gives new insight into pathological retinal angiogenesis disorders, but also could be included in new prevention and treatment strategies for those diseases. Advanced age is a risk factor in developing AMD and diabetes, but additionally, tissue ascorbate levels generally decline with age.^42^ For example, the ascorbate level in leukocytes is approximately 50% as high in individuals age 85 and older as in those at age 60.^43^ These data suggest that low levels of ascorbate in tissue are a comorbidity of diseases like AMD and diabetes, and that supplemental levels will be needed to maintain VEGF expression at healthy levels.

Overall, ascorbate, a well-tolerated micronutrient, could be implicated in the prevention or treatment of VEGF-mediated retinal diseases such as AMD and diabetic eye disease.

## Supplementary Material

Supplement 1 Click here for additional data file.

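Supplement 1 lists the 5hmC peaks with their position, size, genomic region and gene. It also gives the FPKM of each hMeDIP library, the FPKM averages of both groups, their ratio as the fold change, and the false discovery rate from edgeR. FPKM divides the reads of a peak by its length in kilobases and by the library total. Each of the 1997 rows used here matched a deposited peak by its position.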

Supplement 2 Click here for additional data file.

Supplement 3 Click here for additional data file.

Supplement 4 Click here for additional data file.

# Supplementary material for: Ascorbate Suppresses VEGF Expression in Retinal Pigment Epithelial Cells
**Source:** Invest Ophthalmol Vis Sci. 2018 Jul;59(8):3608–18. doi: 10.1167/iovs.18-24101
**Supplement:** Supplement 3

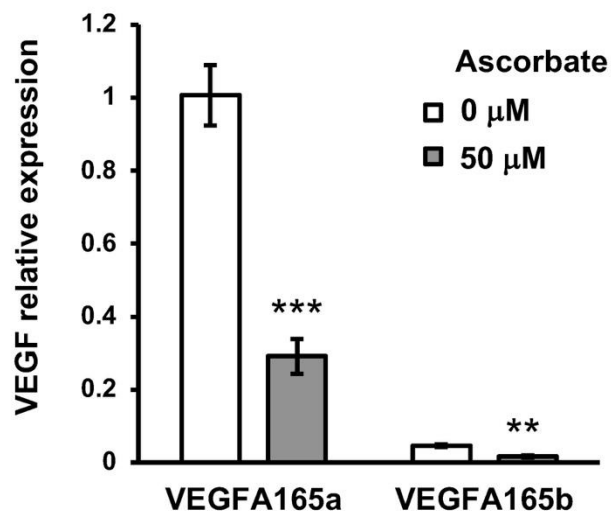

**Supplemental Figure 1. Both isoforms of *VEGFA* were reduced after ascorbate treatment.**

The transcript level of pro-angiogenic *VEGFA*-165a was much higher than that of anti-angiogenic *VEGFA*-165b, both of which were suppressed by ascorbate (50 μM) treatment. (\*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ )

# Supplementary material for: Ascorbate Suppresses VEGF Expression in Retinal Pigment Epithelial Cells
**Source:** Invest Ophthalmol Vis Sci. 2018 Jul;59(8):3608–18. doi: 10.1167/iovs.18-24101
**Supplement:** Supplement 4

**Supplemental Table 1. Primers used for quantitative RT-PCR.**

| <b>Gene</b>        | <b>Species</b> | <b>Forward (5'→3')</b>      | <b>Reverse (5'→3')</b>        |
|--------------------|----------------|-----------------------------|-------------------------------|
| <i>VEGFA</i>       | Human          | GCCTTGCCTTGCTGCTCTAC        | TGATTCTGCCCTCCTCCTTCTG        |
| <i>VEGFA 165-a</i> | Human          | GAGCAAGACAAGAAAATCCC        | CCTCGGCTTGTCACATCTG           |
| <i>VEGFA 165-b</i> | Human          | GAGCAAGACAAGAAAATCCC        | GTGAGAGATCTGCAAGTACG          |
| <i>ACTB</i>        | Human          | TCCCTGGAGAAGAGCTACG         | GTAGTTTCGTGGATGCCACA          |
| <i>Vegfa</i>       | Rat            | GAGCAACGTCACTATGCAGATCATGCG | CTTTGGTCTGCATTACATCTGCTATGCTG |
| <i>Actb</i>        | Rat            | GCCACCAGTTCGCCATGGATGACG    | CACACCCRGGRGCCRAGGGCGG        |
| <i>Vegfa</i>       | Mouse          | GCCAGCACATAGGAGAGATGAGCTTCC | CTTTGGTCTGCATTACATCTGCTGTGC   |
| <i>Actb</i>        | Mouse          | GTCGAGTCGCGTCCACC           | GTCATCCATGGCGAACTGGT          |

How the deposited data were processed for this re-analysis (not part of the article)

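5hmC was measured by hMeDIP-seq in 2 control and 2 ascorbate libraries of ARPE-19 cells with 2 input libraries per group, and RNA by RNA-seq in 3 control and 3 ascorbate libraries. The qRT-PCR, ELISA, Western blot, dot-blot, hfRPE, RPE-J and mouse experiments were not analysed here. For RNA-seq the authors aligned reads to GRCh38 with STAR and deposited raw counts per gene. For hMeDIP-seq the authors aligned reads with BWA, called peaks with MACS2, and deposited raw counts per peak from HTSeq for the hMeDIP and input libraries. The submitters' processing notes also name Trim Galore and CASAVA 1.4 and the build hg38. The strand setting and the versions of the other tools are not given in the sources used here. The paper's FPKM values in Supplement 1 were used only to learn the library totals. The counts per library were identical to the columns of the tables of the whole series, and 0 columns of per-sample values were left unmapped.

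Rows of the count tables that name no gene or peak were left out of the tests. In RNA-seq these were unmapped reads (2.01% to 4.11% of reads), reads mapped to several places (8.23% to 15.6%), reads in no gene (16.8% to 22.8%) and ambiguous reads (1.57% to 2.23%). Reads outside peaks made up 62.8% to 79.5% of the hMeDIP totals and 94.7% to 94.9% of the input totals, and they were kept in the library totals. Of 58233 gene IDs, 57392 matched GENCODE release 44.

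RNA counts were filtered with filterByExpr (minimum count of 10), scaled with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16. DESeq2 1.42.0 tested the same genes. Gene lists were tested with camera and fry of limma 3.58.1. R 4.3.3, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. Peak counts were tested with the same edgeR test, with no filter and with library totals as library sizes. Each step was tested on simulated data with 200 changed features. At RNA-seq depth with 16580 genes the quasi-likelihood test recovered 20.9% of 1.5-fold, 61.2% of 2-fold and 87.9% of 4-fold changes. In the real data it called 5423 genes and 47644 peaks, so an adjusted p under 0.05 was easier to reach there. The simulated shares do not give the recovery in the real data. Permutation tests of single values were exact, and intervals of counts cover counting error only at a level of 95%. The chance that 3 control and 3 ascorbate values do not overlap is 10%.

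The analysis was not paired, since neither the paper nor the labels say that a replicate number marks a shared batch or day. The genes named were set by a rule written before the data were examined: the 10 genes with the smallest edgeR p, the 10 largest increases and 10 largest decreases among genes called by both tools without overlap of the groups and with at least 1 CPM on average, the 6 genes the paper names (VEGFA, HIF1A, ACTB, TET1, TET2 and TET3), and up to 4 members of each gene list. This gave 102 genes, not all of which are reported here. The 5 higher and 5 lower peaks with the smallest p among those with a gene, and every VEGFA peak, were named as well. The 24 gene lists cover HIF-1 targets, the ATF4 response, unfolded protein response chaperones, VEGF family and angiogenesis factors, complement and AMD risk genes, RPE differentiation, mesenchymal transition, collagens, 2-oxoglutarate dioxygenases, DNA methylation and repair, transporters, NRF2 targets, cholesterol synthesis, inflammatory genes, interferon-stimulated genes, cell cycle genes, ribosomal proteins, mitochondrially encoded genes, lysosome genes, iron handling, and markers of photoreceptors, endothelium, leukocytes and melanocytes.

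Alternatives set before the data were examined were other normalizations and count filters, a replicate block, leaving out each replicate, other tests, other peak thresholds and scalings, the interaction with input counts, and other windows and overlaps between peaks and genes. Thinning of the libraries, offsets for G+C content and length, the combination of exact test, library totals and no filter, exact tests of the peaks with other scalings, the comparison of risen with fallen genes by peak number and gene length, and the exact test, likelihood ratio test and DESeq2 for input DNA were added after the data were seen.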

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

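The test of the hypoxia response, the comparison of the ATF4 list with the HIF-1 list by the spread of its members, the comparison of hMeDIP scalings, the G+C correlation within conditions, the thinning of libraries, the G+C offsets and the other groupings of the libraries were chosen only after the result was seen.

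HIF-1 target genes, which the paper does not discuss as a group, fell together with VEGFA, with 43 of 47 measured members lower by edgeR. The tables argue against library depth as the cause, since 44 members were lower after all libraries were thinned to 19380298 counts, and against G+C content and length, since the median log2 fold change was -2.28 before and -2.29 after the trend was removed. They also argue against a lower ATF4 response, since the median of its 31 members was 0.34 (SD 0.836), or 0.11 (mean -0.14) after the trend was removed, with 9 higher and 5 lower (4 and 8 with G+C offsets; 3 of them, DDIT4, STC2 and VLDLR, are HIF-1 targets too). A lower activity of the hypoxia response under ascorbate stays an open hypothesis. It was drawn from the fall of these 43 members (p = 0.00487 from camera with an estimated correlation, adjusted p = 0.117), which therefore cannot test it. The paper reports no detectable HIF-1α protein in ARPE-19 cells unless cobalt chloride was added. It also reports that ascorbate lowered the HIF-1α induced by cobalt chloride (Fig. 5A). A gain of 5hmC in these genes is also open, with an odds ratio of 1.60 for a gained peak (28 of 43 genes against 53.8% of other genes, 95% interval 0.827 to 3.23, one-sided Fisher's exact test, p = 0.0900), and 6 of the 43 genes held no peak.

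Peaks that gained 5hmC outnumbered those that lost it, 46192 against 1452. The tables argue against input coverage as the cause, with a median input log2 fold change of -0.0211 over the gained peaks. The second ascorbate library alone cannot be told apart from a change in both: without ascorbate replicate 2 gained peaks outnumbered lost peaks 16.4 times (41880 against 2553), but this sets 1 library against the small difference of the 2 controls (chi-square per degree of freedom 1.055, against 21.2 for the 2 ascorbate libraries). The scaling of the libraries cannot be told apart from a global gain of 5hmC in these libraries. The paper does report such a gain in ARPE-19 cells by dot-blot at shorter times of treatment (Fig. 1). With TMM on peak counts the ratio was 1.19, but TMM centers most peaks on no change and would remove a global gain as well. The exact test with the sum of peak counts, which also centers the peaks (median log2 fold change -0.024), called 27195 higher and 15227 lower. With TMM the exact test called 33449 higher and 31611 lower, so these scalings cannot decide the question. Without ascorbate replicate 1 the counts were 64801 against 50774, and without either control library 0 peaks were called by edgeR's quasi-likelihood test (1423 and 665 at an unadjusted p under 0.05).

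Genes rich in G+C rose and genes poor in G+C fell: of genes called by both tools, 758 were higher and 46 lower at a G+C content of 60% or more, and 233 higher and 741 lower under 40%. Uneven recovery of G+C between libraries may contribute, since the log ratio of libraries within a condition also ran with G+C content, with Spearman correlations of up to -0.404 (control replicates 1 and 2) and 0.349 (ascorbate replicates 2 and 3). As the whole cause it is argued against for inflammatory genes, interferon-stimulated genes and ribosomal protein genes, whose medians after the trend was removed were 0.84, 0.84 and -0.52. For the collagens it is open, with a median of 0.43 and a standard error of the mean of 0.287 over the members. A biological difference between the treatments stays among the explanations, untested.

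The paper's text does not report the expression of these lists, which passed camera but not with an estimated correlation (adjusted p from 0.30 to 0.523). Of 9 transporters 5 were lower and 2 higher, of 27 cholesterol genes 12 were higher and 2 lower, of 24 collagens 14 were higher and 2 lower, and of 24 complement and AMD risk genes 9 were higher and 3 lower. Of 19 inflammatory genes 12 were higher and 1 lower, of 26 interferon-stimulated genes 18 were higher and 2 lower, of 49 ribosomal protein genes 28 were lower and 1 higher, of 47 2-oxoglutarate dioxygenases 16 were lower and 3 higher, and of 19 chaperones 10 were lower and 2 higher.

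For the number of genes called, 1 of 10 groupings of the 6 libraries into 3 and 3, the real one, gave as many calls: 5423 by edgeR and 5097 by both tools, with a highest other value of 0 in each; in the other groupings edgeR had up to 1294 genes at an unadjusted p under 0.05, and DESeq2 called up to 47. The groupings are too few for a share under 0.05.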

How the results depend on the processing

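Offsets for G+C content and length, thinning, the combined exact test settings, the exact tests of peaks with other scalings and the tests of risen against fallen genes by peak number and gene length were tests chosen only after the result was seen. Where a library was left out, the lone library of a group was assumed to vary like the other group, although the 2 ascorbate hMeDIP libraries differed more than the 2 controls. The causes were not tested, apart from fewer libraries or peaks by construction.

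VEGFA was at 9.28% to 10.97% of the control level in the settings with a level computed, had a log2 fold change of -3.76 with G+C offsets, and was lower in every setting run. Of 102 named genes 100 kept direction and call with RLE factors, 99 with library totals alone, 102 with the replicate block and 95 with G+C offsets (4 weaker, 2 stronger, 1 reversed). Leaving out replicates weakened at most 6. The block moved the edgeR count to 5576, the DESeq2 count to 4962 and the count by both to 4776. With it camera no longer called the transporters (adjusted p = 0.0541) and called lysosome and mitochondrially encoded genes (0.0338 and 0.00356). Whether the numbers pair the samples cannot be decided from so few samples. Same-numbered samples correlated by 0.24, 0.09 and 0.04 in their deviations. Control replicates 1 and 2 correlated best with the ascorbate sample of their own number, and control replicate 3 with ascorbate replicate 2 (0.15). In hMeDIP the correlation of the replicate differences was -0.226, and the block called 0 peaks by edgeR's quasi-likelihood test (31843 at an unadjusted p under 0.05) and 0 VEGFA peaks, with an adjusted p of 0.225 for the second intron 2 peak (log2 fold change 1.42).

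Leaving out a replicate gave these counts: edgeR 3167 to 6133 (higher 1915 to 3337, lower 1252 to 2796), DESeq2 3710 to 6039 (lower 1782 to 3071), both 2961 to 5661 (higher 1738 to 2937, lower 1223 to 2724). With no filter edgeR called 6214 genes. With library totals alone it called 4256 higher genes, and lower genes fell to 1449 by edgeR and 1428 by both, and to 1350 and 1287 with the exact test, totals and no filter. With an estimated correlation camera called 0 lists.

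Leaving out replicates gave 0 to 115575 differential peaks (0 to 64801 higher, 0 to 50774 lower). RLE factors called 0 peaks (75276 at an unadjusted p under 0.05), as did the sum of peak counts. At an adjusted p under 0.01 there were 22943 (22928 higher, 15 lower), at a 4-fold minimum 16989 (16928 and 61). Lower peaks numbered 26161 with TMM, 10480 with the exact test, 12556 with the likelihood ratio test, 5429 with DESeq2 and 3972 with the interaction with input. Risen genes held a gained peak more often than fallen genes among genes with a peak and within deciles of peak number or gene length (odds ratio 2.03 to 3.31). G+C content was not adjusted for in these comparisons. The exact test gave 27195 higher and 15227 lower with the sum of peak counts, and 31611 lower with TMM. The filter of 10 counts removed 3 of 10 named peaks (PUS7, PDE1C and UVRAG), which have no value there.

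Of the VEGFA peaks, 0 were called with the sum of peak counts and RLE factors, 2 with the exact test, the likelihood ratio test and DESeq2, and 0 to 3 without a replicate. The first intron 2 peak was called at 1.20 by the exact test, the likelihood ratio test and DESeq2, was 0.54 with RLE factors, 0.59 with the sum of peak counts, 0.74 with TMM and 0.65 with the interaction with input, and ranged from 0.86 to 1.47 without a replicate. The third was 0.16, 0.21 and 0.36 with RLE factors, the sum of peak counts and TMM. The second was no longer called at 0.86 with the sum of peak counts and 0.81 with RLE factors, and ranged from 0.94 to 1.89 without a replicate. The upstream peak reversed to -0.58 with the sum of peak counts, -0.43 with TMM, -0.63 with RLE factors, -0.0042 with the replicate block, -0.10 with the interaction with input, and ranged from -0.37 to 0.35 without a replicate. TET3 reversed to 0.034 and CSF1R to 0.043 with library totals. CSF1R ranged from -0.39 to 0.15 without a replicate, reversed without ascorbate replicate 2. TYRP1 reversed to -0.024 with RLE factors, -0.040 with the exact test and -0.094 with DESeq2 and ranged from -0.68 to 1.90 without a replicate, reversed without control replicate 1 (-0.45), control replicate 2 (-0.53) and ascorbate replicate 1, and PDE6B to -0.14 with G+C offsets. The melanocyte list turned direction with the replicate block (adjusted p = 0.946).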

Differences from the paper's values

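The test, scaling and filter behind the paper's counts are not named in its text, so the values use the settings given in the processing summary, at the paper's thresholds. The thinning of libraries and the combination of exact test, library totals and no filter were chosen only after the result was seen.

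By both tools 5097 genes were called, and the paper's value is 3186. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with library totals alone (4251), at least 10 counts in every library (4557), the replicate block (4776) and without control replicate 2 (3415), control replicate 3 (4400), ascorbate replicate 1 (2961) and ascorbate replicate 3 (3361). It was not with RLE factors (5252), no filter (4989), the exact test with DESeq2 (5314), or without control replicate 1 (5661) or ascorbate replicate 2 (4837). Both settings chosen after seeing the values, thinned libraries (4721) and the exact test with library totals and no filter (4080), also came within 1.5 times, and how many of the paper's genes they drop was not counted, since Supplement 2 was held only in part.

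Lower genes by both tools numbered 2361, and the paper's value is 964. Only library totals alone (1428) and leaving out ascorbate replicate 1 (1223) came within 1.5 times, and the other alternatives, from 1510 to 2724, did not. The exact test with library totals and no filter, chosen after seeing the values, gave 1287, within 1.5 times, with the paper's dropped genes again not counted.

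For VEGFA the unadjusted p was 3.03e-10, and the paper's value is 2.9e-71. The alternatives gave p from 1.84e-150 (DESeq2) to 1.12e-08 (without ascorbate replicate 1), with 6.88e-117 from the exact test and 1.47e-143 with no filter, and none came within 1.5 times of the paper's.

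Lower peaks numbered 1452, and the paper's value is 7591. The exact test (10480) and DESeq2 (5429) came within 1.5 times. The likelihood ratio test (12556), TMM (26161), the interaction with input (3972), the filter of 10 counts (1500), no fold minimum (1452), an adjusted p under 0.01 (15), the 4-fold minimum (61), leaving out ascorbate replicate 1 (50774) or ascorbate replicate 2 (2553), and the sum of peak counts, RLE factors, the replicate block and leaving out a control (0 each by edgeR's quasi-likelihood test, with 64204, 75276, 31843, 1423 and 665 at an unadjusted p under 0.05) did not.

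For the first intron 2 peak of VEGFA the adjusted p was 0.0624, above 0.05, and the paper's value is 0.0177. The likelihood ratio test (0.0243) and DESeq2 (0.0199) came within 1.5 times, and the exact test (0.0266) called the peak without doing so. Leaving out ascorbate replicate 1 (1.87e-18) also called it, and leaving out ascorbate replicate 2 gave 2.47e-06 with a change under 2-fold. The other alternatives, from 0.0610 to 0.726, did not call it.

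For the second intron 2 peak the adjusted p was 0.0185, and the paper's value is 0.0041. The exact test (0.00471), the likelihood ratio test (0.00415) and DESeq2 (0.00459) came within 1.5 times. The filter of 10 counts (0.0177), TMM (0.0406), the interaction with input (0.0439), RLE factors (0.0831), the sum of peak counts (0.0941), the replicate block (0.225) and leaving out a replicate (3.42e-29 to 0.726) did not.

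The paper places the end of the large VEGFA peak in the 3′ untranslated region. In the annotation used here it ends 1023 bp before that region of the reference transcript, and 0 of 26 annotated VEGFA transcripts have a 3′ untranslated region inside it. The paper describes peaks inside VEGFA, and the table used here holds these as well as an upstream one.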

Other observations

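The G+C offsets were the only test here chosen after the result was seen.

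The lists of markers of the epithelium and of other cell types did not pass camera. Of 28 measured markers of RPE differentiation 8 were higher and 4 lower (also 8 and 4 when adjusted over the list alone), with a median log2 fold change of 0.029 (-0.0068 with RLE factors; -0.078 after the trend with G+C content and length was removed, with 6 higher and 5 lower with the offsets), KRT18 at 0.94 and SERPINF1, which encodes pigment epithelium-derived factor, at 2.24. SERPINF1 had a low level, 0.516 CPM in the control group and 2.39 in the ascorbate group. Of 26 mesenchymal transition markers 11 were higher and 6 lower (12 and 6 when adjusted over the list alone), with the smooth muscle actin gene ACTA2 at 2.40 and MMP2 at 1.74. The 5 melanocyte markers, 3 photoreceptor markers and 1 leukocyte marker measured did not pass edgeR's test (MITF at -0.17, PDE6B at 0.16, CSF1R at -0.12; the photoreceptor list had a median of 0.16 while camera gave the direction down, each gene changing direction in at least 1 setting except MITF; with G+C offsets ROM1, a photoreceptor marker at -0.38, was lower at -0.87 and the median of that list was -0.14). Of 2 endothelial markers measured KDR, which encodes a VEGF receptor, was higher at 2.10 (standard error 0.239, adjusted p = 0.000273 from edgeR), and adjusted over the list alone the calls in these 4 lists were the same in number.

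Among other lists that camera did not call, 11 of 34 lysosome genes were higher and 2 lower (13 and 4 when adjusted over the list alone; median 0.33), with NPC1 at 0.72. Of 31 ATF4 and amino acid stress genes 9 were higher and 5 lower (12 and 6), of 39 cell cycle genes 7 and 2 (2 and 2), of 30 NRF2 target and antioxidant genes 6 and 4 (6 and 4), with GPX1 at 2.60 (1.95 with G+C offsets), of 17 iron handling genes 5 and 3 (6 and 3; median 0.17 but mean -0.060), with CP at -4.20 and TFRC at -0.78, of 19 DNA methylation and repair genes 3 and 4 (3 and 4; median -0.032, or 0.12 with library totals, but mean 0.028), and of 13 mitochondrially encoded genes 3 higher (3), with MT-CO1 at 1.12; the second pair of counts is adjusted over the list alone. With G+C offsets 5 lysosome genes were higher and 5 lower (median 0.071 after the trend was removed), 4 and 8 ATF4 and amino acid stress genes, 7 and 2 cell cycle genes, and 4 and 5 NRF2 target and antioxidant genes (median 0.11 before and -0.0030 after). The corresponding counts were 4 and 3 for iron handling genes, 0 and 6 for DNA methylation and repair genes (median -0.10, mean -0.17), and 3 and 0 for mitochondrially encoded genes.

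HIF1A itself had a log2 fold change of -0.39 (standard error 0.138, adjusted p = 0.0545 from edgeR's quasi-likelihood test) and passed DESeq2 (adjusted p = 0.0191), with edgeR's adjusted p from 0.0178 to 0.200 over the alternatives. TET1 and TET2 fell, at -0.81 and -0.60 (adjusted p = 0.00126 and 0.00167 from edgeR). TET3, at -0.13, did not pass the test, turned to 0.034 with library totals and passed with G+C offsets (-0.46, adjusted p = 0.0172, from 0.0172 to 0.866 over the alternatives). ACTB, the reference gene of the qRT-PCR and, as protein, the loading control of the blots in the paper, rose by edgeR, at 0.82 (adjusted p = 0.00712), and did not pass with G+C offsets (0.47, adjusted p = 0.0809, from 4.41e-11 to 0.0809 over the alternatives).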
